A study of Karenia brevis with 18 samples. Its data were reported in "Transcriptomic response of the red tide dinoflagellate, Karenia brevis, to nitrogen and phosphorus depletion and addition" (2011).

How the data were processed

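Triplicate cultures of *K. brevis* were sampled in 6 groups as the labels give them: replete cultures at 0 h, N-deplete cultures at 0 h, and N-limited cultures at 4, 12, 24 and 48 h after nitrate addition. Per the study's methods, the authors amplified total RNA, labeled it with Cy3, hybridized each sample to 1 one-color array of 60-mer probes, scanned it and extracted the images with Agilent Feature Extraction. All time points fell in the light phase. The authors then averaged the arrays of a group with an error model in Rosetta Resolver, which was not run here. The deposited scanner files hold intensity values for each of 10799 spots on an array: the processed signal, from which Feature Extraction has subtracted the background, and the mean signal and local background before that step. These deposited intensities are not normalized between arrays, and their 75th percentiles differ (1300 to 2235). Linear and LOWESS steps that the authors applied in Rosetta Resolver come after them. The deposited table of the whole series holds the same processed intensities in linear units, with no centring, as shown by ratios of 0.995 to 1.005 to the scanner values on every array. Its medians ranged from 260 to 499 (scanner values 260 to 499). Only the spot tables were used.

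The intensity analyzed was log2 of the processed signal minus the 75th percentile of that value over the 10263 *K. brevis* probes of the array. There was 1 spot per probe, so that no averaging was needed. Control spots (459 positive and 77 negative) were left out, and 75 values marked as outliers by Feature Extraction were set to missing (for the list tests they were filled with the mean of the group's other arrays). Probes were kept if they were well above background on all 3 arrays of at least 1 group, which left 9989. Saturated spots were kept. Array precision was described by the percentage of probes well above background, since arrays have no counting depth.

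A linear model with 1 mean per group was fitted to all 18 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), so that the groups shared 1 estimate of the spread. All tests were two-sided, and p values were adjusted by Benjamini-Hochberg over the probes tested. A probe was called at an adjusted p under 0.05. Contrasts were N-deplete against replete cultures, each of the 4 time points against the N-deplete cultures, and 48 h against replete. The cutoff of the study's methods (1.7-fold and an unadjusted p of 0.0001) was applied to the limma p value, and a moderated F test covered the 4 time contrasts together. Gene lists (nitrogen assimilation, PPR proteins, plastid proteins and ribosomal proteins) were copied from the study's text and tables and tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. A PPR list holds the contigs that its table describes as PPR proteins, and members the study counted in another way may be missing. Named contigs were the 12 of the nitrogen assimilation list, the 10 of the qPCR list and the 7 of the sulfur amino acid list at 48 h, and for each of 5 contrasts the 2 largest rises and the 2 largest falls among contigs that were called, changed at least 1.7-fold, were well above background and unsaturated on all 6 arrays, and whose groups did not overlap. Contig names and descriptions are those of the files and of the study. No genome was used. The correlation of contrasts that share arrays was set beside 100 simulations of unchanged groups drawn from the fitted variances.

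The groups, tests, lists, named contigs and alternatives were fixed before the data were examined, except where stated. The alternatives were quantile, cyclic loess and median scaling, normexp background correction (offset 50), no filter on dim probes, a filter of well above background on at least 9 arrays, the values of the series table, a fit to only the arrays compared (with the filter also taken from those arrays), eBayes with an intensity trend, array weights, and leaving out each array in turn with the filter unchanged. The array weights did not reach the convergence tolerance of their iteration. Chosen after the data were seen were the slides, the PPR list from the file descriptions, the tests of 48 h against 12 h and 4 h for the lists, the list tests of 48 h against replete, the random lists matched on GC content and signal, the 6 plastid and 6 ribosomal contigs not in the nitrogen addition table, the comparison of the control spots and the correlation without shared arrays. Slides were inferred from the offset and rotation of the spot grid in the scan, which fell into 5 clusters. The slide entered either as a fixed block among the 15 N-limited arrays or as a random block over all arrays (duplicateCorrelation, correlation 0.22; list tests with cameraPR). A fixed block could not be fitted to comparisons with replete cultures, whose slide held no other group, and 2 probes had coefficients that could not all be estimated with it. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

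The fit was tested on simulated data for the comparison of 48 h with N-deplete cultures, with 9989 probes drawn from the probe means and the fitted variances and 200 of them changed. Over 20 simulations 70.3% of the changed probes were called, and 4.77% of the calls were false. Of probes changed 1.5-fold 19.9% were called, of those changed 2-fold 71.4%, 3-fold 93.9% and 4-fold 96.1%. A list raised by 0.5 on the log2 scale was found in 20 of 20 simulations and an unchanged list in 0. The simulated probes were drawn independently. Within the study's lists the estimated correlation between probes was 0.10 to 0.47, so these list rates do not describe them.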

Results

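Gene expression of *Karenia brevis*, the red tide dinoflagellate of the Gulf of Mexico, was measured on 18 one-color oligonucleotide arrays, each hybridized with RNA from 1 culture. The cultures fell into 6 groups of 3. The replete group was grown in 883 µM nitrate and harvested at 0 h, also in stationary phase. The N-deplete group was grown in 10 µM nitrate and harvested at 0 h, in stationary phase. The remaining 4 groups were grown in 10 µM nitrate, received 155 µM nitrate, and were harvested 4, 12, 24 or 48 h later. Each array carried 10263 probes for *K. brevis*, 1 for each contig (an assembled stretch of cDNA sequence), and 536 control spots. The 75th percentile of probe intensity ranged from 1300 to 2235 among arrays. Between 85.8% and 98.2% of the probes on an array were well above background, the lowest share being on the array of 12 h culture 3. Of the 10263 probes, 9989 were well above background on all 3 arrays of at least 1 group and were tested. No probe was saturated except 4 on the array of 12 h culture 4. The number of arrays, 3 per group, limits the precision of every value below.

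Arrays of the same group correlated with one another at r = 0.976 to 0.997 across probes, and pairs of arrays from other groups and other slides at r = 0.955 to 0.992. Pairs of the same group on different inferred slides had a median r of 0.9868. Pairs of different groups on the same inferred slide had a median r of 0.9872, and pairs that shared neither 0.9777. Arrays that shared a slide were thus about as alike as arrays that shared a group. Probes are not independent replicates, and these values only describe the likeness of the arrays. No pair of arrays held the same values, the lowest median absolute difference between 2 arrays being 0.10 on the log2 scale. Spot positions placed the arrays on 5 inferred slides. The 3 replete arrays lay on a slide that held no other array, so that slide and treatment cannot be told apart in any comparison with replete cultures. The 15 arrays of N-limited cultures were spread over the other 4 slides, each of which held more than 1 group.

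**Figure D1:**
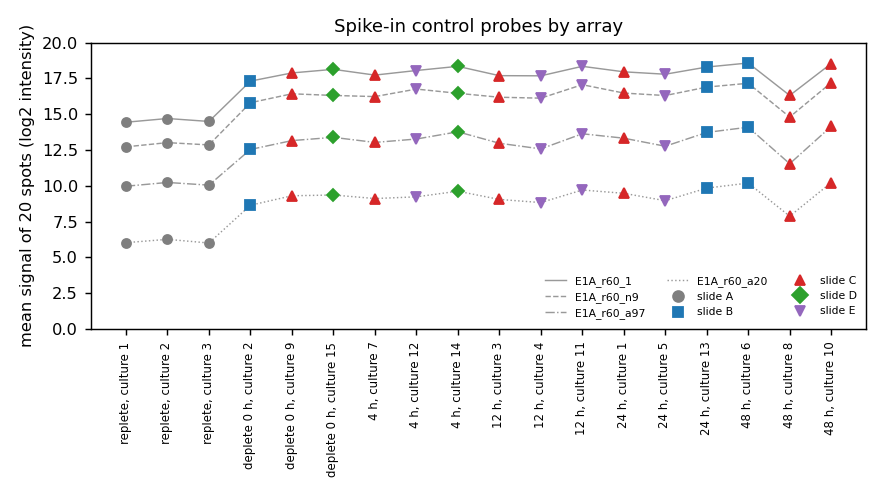
Mean log2 signal of 4 spike-in control probes (20 spots each; y axis) on each of the 18 arrays (x axis), with color and shape giving the inferred slide. The control probes were lower on the 3 replete arrays of slide A than on the N-deplete arrays.

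The first comparison asked whether cultures grown in 10 µM nitrate carried a signature of N-depletion relative to replete cultures at 0 h. By limma with Benjamini-Hochberg adjustment, 3055 of 9989 probes (30.6%) differed at an adjusted p under 0.05, of which 1791 were higher and 1264 lower in the N-deplete cultures. An unadjusted p under 0.05 was reached by 4240 probes. With a cutoff of at least 1.7-fold and an unadjusted p of 0.0001 or less, 579 probes differed. The alternative that moved the count most was weighting of the arrays, which gave 5945 probes. The balance of higher and lower probes depended on the scaling. Higher probes made up 58.6% of those called after scaling to the 75th percentile, 46.5% after scaling to the median and 39.0% after quantile normalization. The median of all probes between N-deplete and replete cultures moved from 0.06 to -0.08 on the log2 scale under quantile normalization. Leaving out replete culture 3 lowered the number of probes called to 1955, and leaving out replete culture 2 lowered it to 1965.

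**Figure D2:**
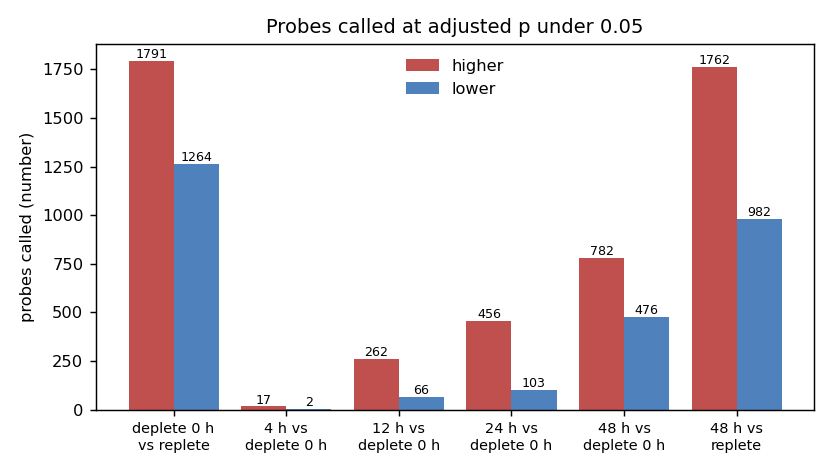
Number of probes called by limma at an adjusted p under 0.05 in each comparison (x axis), with probes higher in the first-named group in red and lower probes in blue. The depletion bars reach 1791 and 1264, and the count against the N-deplete cultures rose from 4 h (17 higher and 2 lower) to 48 h (782 and 476).

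The largest rise with depletion was in Contig_5610, described as a hypothetical protein, at 0.37 ± 0.64 (SD, n = 3) in N-deplete and -4.68 ± 0.45 (SD, n = 3) in replete cultures, in log2 intensity relative to the 75th percentile. Its log2 fold change was 5.05 with an adjusted p of 3.61e-06. Contig_10515, described as a predicted transmembrane protein, rose by 4.41 (adjusted p 8.86e-04), with an SD of 2.29 among the N-deplete cultures. The largest falls were in Contig_2353, a photosystem II reaction center protein I, with a log2 fold change of -3.18 (adjusted p 3.87e-04), and Contig_1612, similar to a hypothetical protein, with -2.92 (adjusted p 7.82e-06).

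Among the 12 contigs for nitrogen assimilation proteins (ammonium transporters, nitrate and nitrite transporters and glutamine synthetases), 3 differed between N-deplete and replete cultures, all of them higher in the N-deplete cultures. Adjusted over the list alone, the number was also 3. The type III glutamine synthetase Contig_2216 was at 0.75 ± 0.42 (SD, n = 3) in N-deplete and -0.51 ± 0.03 (SD, n = 3) in replete cultures, a log2 fold change of 1.26 ± 0.31 (SE) with an adjusted p of 0.00662, or 2.39-fold. A second type III glutamine synthetase, Contig_2215, was 2.02-fold higher (SE 0.36 on the log2 scale, adjusted p 0.0425). Its call was lost with median scaling (adjusted p 0.0518) and with the slide as a random block (adjusted p 0.0851, a fit chosen after the data were seen). Its adjusted p rose to 0.0788 or more on leaving out any array of the comparison other than that of deplete culture 2, with the log2 fold change at 0.73 without deplete culture 15. The nitrate transporter Contig_2750 was 1.63-fold higher (log2 fold change 0.71 ± 0.19 (SE), adjusted p 0.0104), and its call was lost with quantile normalization (0.44, adjusted p 0.154), with cyclic loess (0.45, adjusted p 0.122), with only the arrays compared (adjusted p 0.0541) and without replete culture 3 (adjusted p 0.0565). The ammonium transporter Contig_11443 was 1.36-fold higher, a difference that was not past the threshold (adjusted p 0.109). It was called with array weights (0.48, adjusted p 0.00201) and without deplete culture 2 (0.62, adjusted p 0.0401). The nitrate transporter Contig_3886 was well above background on 1 of 3 N-deplete and 0 of 3 replete arrays, and its change is not interpreted. The other 7 contigs (Contig_214, Contig_2193, Contig_547, Contig_780, Contig_77, Contig_1567 and Contig_11115) had adjusted p values of 0.317 or more and log2 fold changes between -0.06 and 0.60. The sign of Contig_214, Contig_547, Contig_780 and Contig_77 changed with the scaling or with the arrays used.

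**Figure D3:**
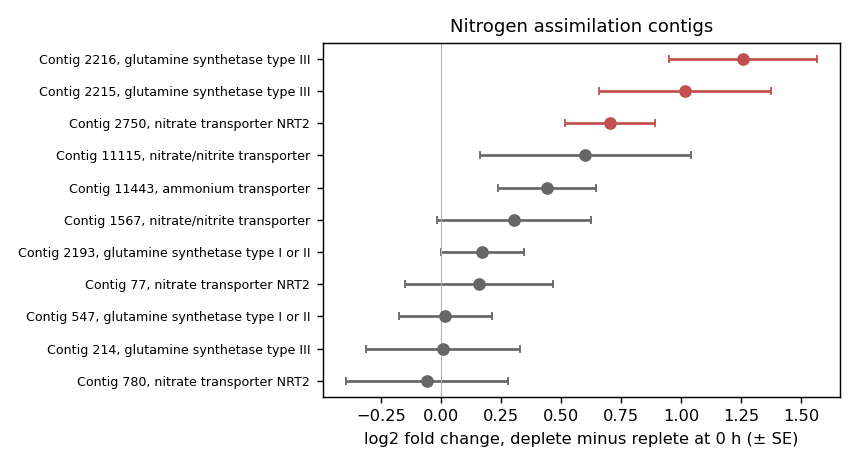
Log2 fold change between N-deplete and replete cultures at 0 h (x axis) of 11 nitrogen assimilation contigs (y axis), each from 3 arrays per group, with bars of ± 1 SE of the limma fit and contigs called at an adjusted p under 0.05 in red. Contig_2216 and Contig_2750 lie at 1.26 and 0.71, Contig_2215 lies between them, and the lowest value is -0.06.

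The next comparisons followed the response to nitrate addition, with each time point set against the N-deplete cultures at 0 h. The number of probes called was 19 at 4 h (17 higher, 2 lower), 328 at 12 h (262 higher, 66 lower), 559 at 24 h (456 higher, 103 lower) and 1258 at 48 h (782 higher, 476 lower). At an unadjusted p under 0.05 the numbers were 874, 1815, 2350 and 2858. The alternative that moved these counts most was a fit to only the 6 arrays of each comparison, which called 3, 6, 109 and 100 probes. Quantile normalization raised the 4 h count to 48. With the slide as a fixed block, a choice made after the data were seen, the counts were 41, 343, 838 and 1488, of which 18, 208, 482 and 1092 were among the probes called without the block. The share of higher probes at 12 h was 79.9%, against 95.3% with normexp background correction. At 24 h it was 81.6%, against 68.7% with cyclic loess and 57.9% with median scaling, which moved the median of all probes at 24 h from 0.01 to -0.10. At 48 h it was 62.2%, against 40.5% with median scaling. Leaving out 1 array moved each count by more than 1.5-fold: to as few as 7 at 4 h (without deplete culture 2 or deplete culture 9), 126 at 12 h (without 12 h culture 3), 168 at 24 h (without 24 h culture 13) and 660 at 48 h (without 48 h culture 10).

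With the cutoff of at least 1.7-fold and an unadjusted p of 0.0001 or less, 13 probes differed at 4 h, 69 at 12 h, 96 at 24 h and 183 at 48 h. A total of 276 probes (2.69% of array features) passed that cutoff in at least 1 time point and 63 in more than 1. A moderated F test over the 4 contrasts called 1823 probes (18.3%), of which 1189 were also among the 1612 called with the slide as a fixed block. At both 24 and 48 h 361 probes were called, 360 of them with the same sign. Both contrasts use the same N-deplete arrays, which alone favors the same sign. At 48 h and at no other time point, 867 were called.

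At 4 h the largest rises were in Contig_4797, matched to a rice sequence of no stated function, with a log2 fold change of 1.74 (adjusted p 3.82e-05), and Contig_183, a PPR protein, with 1.71 (adjusted p 2.34e-05). The falls at 4 h were in Contig_6566, a calreticulin, with -1.25 (adjusted p 0.0347), and Contig_6069, an ornithine carbamoyltransferase, with -0.99 (adjusted p 0.0149). Both falls lost their call in 4 of the 6 fits that left out 1 array, among them those without deplete culture 2 (adjusted p 0.163 and 0.0714), deplete culture 9 (0.139 and 0.0878) and 4 h culture 14 (0.129 and 0.0571), and for Contig_6566 without 4 h culture 7 (0.117) and Contig_6069 without 4 h culture 12 (0.0892). At 12 h Contig_7256, a hypothetical protein, rose by 2.72 (adjusted p 6.42e-07) and Contig_4797 by 2.48 (adjusted p 3.29e-07). Contig_11437, without a database hit, and Contig_6566 changed by -2.06 (adjusted p 0.00262) and -1.60 (adjusted p 0.00123) at 12 h.

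At 24 h Contig_1474, whose shortened description begins as similar to vasoactive, rose by 2.59 (adjusted p 3.23e-07) and Contig_95, proliferating cell nuclear antigen, by 2.42 (adjusted p 0.00567). Contig_6033, described after a keratin associated protein, and Contig_11437 changed by -2.51 (adjusted p 8.09e-04) and -2.27 (adjusted p 0.00113) at 24 h. At 48 h Contig_95 was at 7.26 ± 0.50 (SD, n = 3) against 4.06 ± 0.87 (SD, n = 3) in N-deplete cultures, a log2 fold change of 3.21 (adjusted p 4.03e-04). Contig_11815, an ATP synthase CF0 subunit, rose by 3.15 (adjusted p 0.00118), with an SD of 1.26 among the 48 h cultures. Contig_6033 and Contig_765, a hypothetical protein, changed by -3.45 (adjusted p 3.61e-05) and -2.15 (adjusted p 0.00675).

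None of the 12 nitrogen assimilation contigs was called by limma at 4, 12, 24 or 48 h after nitrate addition, and 0, 1, 0 and 1 of them reached an unadjusted p under 0.05. Over the list alone the number was also 0 at each time point. At 24 h 11 of the 12 contigs and at 48 h 9 of the 12 were lower than in N-deplete cultures at 0 h, with the lowest adjusted p at 0.0753 (Contig_2193 at 48 h, log2 fold change -0.49).

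Gene lists taken from the study were compared as sets with camera, adjusted over 30 tests of 6 lists in 5 comparisons. The PPR (pentatricopeptide repeat) proteins bind RNA and act in the processing of organelle transcripts. The PPR list from the study's phosphate addition experiment, which used other arrays, held 25 contigs, and the PPR list from the present arrays held 28, with 19 in both. The second list was chosen by the study on these arrays and is not independent evidence. The 25-contig list had a median log2 fold change of 0.79 with depletion (adjusted p 3.44e-06), then 0.81 at 4 h (adjusted p 1.58e-23), 1.19 at 12 h (adjusted p 4.65e-24), 0.74 at 24 h (adjusted p 1.19e-08) and 0.61 at 48 h (adjusted p 5.84e-08) relative to N-deplete cultures, and all 3 arrays of each group lay beyond all 3 of the group compared. The 28-contig list was at 0.77, 0.76, 1.08, 0.64 and 0.60. The alternative that moved the 25-contig list most was cyclic loess normalization, with 0.46 at depletion and 0.91 at 48 h. With the slide as a fixed block the 25-contig list was at 0.65, 0.95, 0.64 and 0.74 at 4, 12, 24 and 48 h. Within single slides it was at 0.63 and 0.66 at 4 h, 0.91 at 12 h, 0.74 and 0.54 at 24 h and 0.79 and 0.70 at 48 h.

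**Figure D4:**
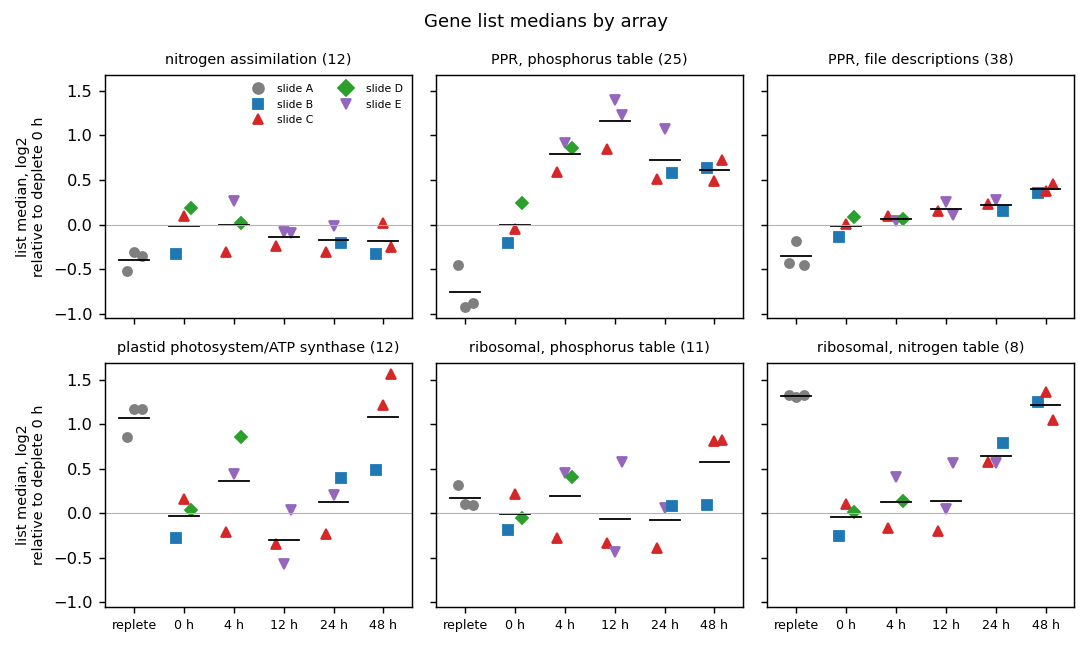
Median log2 intensity of each gene list on each array (y axis), after subtraction of each probe's mean in the N-deplete cultures at 0 h, by group (x axis). Each point is 1 array, its shape and color give the inferred slide, and the line is the mean of 3 arrays. The 25 contigs of the PPR list lay between 0.49 and 1.40 on all arrays after nitrate addition, and the 8 contigs of the ribosomal list of the nitrogen table fell from 1.31 to 1.32 in replete cultures to between -0.25 and 0.10 at 0 h and returned to between 1.04 and 1.36 at 48 h.

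Of the 12 contigs of plastid photosystem and ATP synthase proteins, 6 are in the study's nitrogen addition table and were chosen on these arrays. The list had a median log2 fold change of -1.06 with depletion (adjusted p 0.00264) and 1.07 at 48 h (adjusted p 0.00501). Their shift was not past the threshold at 4 h (0.25, adjusted p 0.0531), 12 h (-0.29, adjusted p 0.0885) or 24 h (0.08, adjusted p 0.897). At 12 h it was called without deplete culture 2 (-0.41, adjusted p 0.0376) or 12 h culture 11 (-0.49, adjusted p 0.0138), with normexp (adjusted p 0.0105) and with only the arrays compared (adjusted p 0.0478). At 24 h median scaling turned the value to -0.04. The 6 contigs that are not in that table, tested after the data were seen with adjustment over 7 contrasts, were at -1.06 with depletion (adjusted p 0.00963) and 1.07 at 48 h (adjusted p 0.00963). With the correlation between probes estimated, their unadjusted p values were 0.186 and 0.188. For the list of 12, the value at 4 h was -0.14 without 4 h culture 14 and 0.45 (adjusted p 2.14e-04) without 4 h culture 7. The 8 ribosomal protein contigs taken from the nitrogen addition table were at -1.32 with depletion (adjusted p 4.50e-04), 0.61 at 24 h (adjusted p 0.0409) and 1.24 at 48 h (adjusted p 4.30e-05), and at 0.14 and 0.16 at 4 and 12 h (adjusted p 0.123 and 0.782). The 24 h call was lost without deplete culture 2, deplete culture 9 or 24 h culture 13 (adjusted p 0.0542, 0.0674 and 0.0911). These 8 contigs were called at 4 h without 4 h culture 7 (0.24, adjusted p 0.0314). Their 12 h value turned negative without deplete culture 2 (-0.024) or 12 h culture 11 (-0.016). The 11 ribosomal protein contigs of the phosphate addition table were called at 48 h (0.46, adjusted p 0.0109), a call that was lost without 48 h culture 8 (0.35, adjusted p 0.113), and were at -0.22 with depletion (0.06 without deplete culture 2), 0.15 at 4 h, -0.07 at 12 h (0.06 with normexp background correction) and -0.21 at 24 h. At 4 h the list was called without deplete culture 9 (0.26, adjusted p 0.0473) or 4 h culture 7 (0.45, adjusted p 0.00396) and with only the arrays compared (adjusted p 0.0245). The ribosomal lists shared 5 contigs, and the list from the nitrogen addition table was chosen on these arrays. The nitrogen assimilation list was at 0.37 with depletion (adjusted p 0.113), -0.02 at 4 h (0.05 with median scaling and 0.02 with normexp), -0.09 at 12 h, -0.19 at 24 h and -0.24 at 48 h, with no shift past the threshold. Without deplete culture 2 it was at 0.56 with depletion, -0.32 at 24 h and -0.43 at 48 h, with adjusted p values of 0.0484, 0.0484 and 0.0274.

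A further PPR list was made after the data were seen, from the probe descriptions in the files. It held 41 probes, 38 of them tested, and shared 5 contigs with the 25-contig list and 7 with the 28-contig list. Adjusted over 35 tests, its median log2 fold change was 0.20 with depletion (adjusted p 0.214; -0.04 with quantile normalization and -0.08 with normexp), 0.09 at 4 h (adjusted p 0.0107), 0.09 at 12 h (adjusted p 0.0295; -0.01 with array weights), 0.22 at 24 h (adjusted p 0.0515, and under 0.05 with 7 of the other settings, the lowest being 0.0175 with the slide as a fixed block) and 0.33 at 48 h (adjusted p 5.71e-04). The 4 h call was lost without deplete culture 15 or 4 h culture 14 (adjusted p 0.0509 and 0.0616), and the 12 h call without deplete culture 9 (adjusted p 0.0656).

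Under fry, which uses rotations of the residuals, every camera call above held at an adjusted p under 0.05, and the nitrogen assimilation list at depletion (adjusted p 0.00985) and the list from the file descriptions at depletion and at 24 h (adjusted p 0.00112 and 0.00142) were called in addition. With the correlation between probes estimated from the data in place of the preset 0.01, only the PPR lists of 25 and 28 contigs at 4 and 12 h and the list from the file descriptions at 48 h were called (each with an adjusted p of 0.0360). The median, the mean and the direction of the test differed in sign for the nitrogen assimilation list at 4 h and for the plastid list and the 11-contig ribosomal list at 24 h.

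Of the 10 contigs the study chose for qPCR, 6 were called at 48 h, 3 of them higher and 3 lower. Adjusted over the list alone, 8 were. The contigs were chosen on these samples, and that number is not independent evidence. The largest changes were in the ATP synthase subunit Contig_11815 (above) and triose-phosphate isomerase Contig_3893 (log2 fold change -2.02, adjusted p 1.90e-04). The ubiquitin Contig_117 changed by -1.52 (adjusted p 0.0157) and the replication protein Contig_4170 by -0.66 (adjusted p 0.00231). The photosystem II contigs Contig_2180 and Contig_9479 rose by 1.29 (adjusted p 0.0311) and 1.02 (adjusted p 0.0404). The photosystem calls were lost with median scaling (adjusted p 0.0509 and 0.0689), with only the arrays compared (0.120 and 0.0983) and without either 48 h culture 8 (adjusted p 0.0934 and 0.110) or 48 h culture 10 (adjusted p 0.108 and 0.136), Contig_2180 also without deplete culture 2 (0.116) and Contig_9479 without deplete culture 9 (0.0756) or deplete culture 15 (0.144). The call of Contig_9479 was also lost with the slide as a fixed block (0.96, adjusted p 0.101). That of Contig_117 was lost without 48 h culture 10 (adjusted p 0.0530). The PPR contigs Contig_3257 (0.65, adjusted p 0.0711) and Contig_3574 (-0.30, adjusted p 0.181) and the replication factor C Contig_11376 (-0.23, adjusted p 0.215) were not called. Contig_11376 was called with array weights (-0.35, adjusted p 0.0101). Contig_3257 was called with quantile normalization (0.95, adjusted p 0.00560), cyclic loess (0.91, adjusted p 0.00931), normexp (0.72, adjusted p 0.0238), array weights (0.85, adjusted p 0.00266) and the slide as a fixed (0.83, adjusted p 0.00758) or random block (0.73, adjusted p 0.0202). The cdc2-like kinase Contig_5041 is the qPCR normalizer in the study's results, while its methods name another contig. It was at 0.45 (adjusted p 0.0850, and 0.0187 over the list alone). With adjustment over all probes it was called only without 48 h culture 10 (0.60, adjusted p 0.0482).

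Of 7 contigs in the sulfur amino acid and related terms, also chosen by the study on these samples, 6 were called at 48 h, and 6 when adjusted over the list alone. The 3-phosphoadenosine-5-phosphosulfate reductases Contig_5605 and Contig_5604 and the homoserine dehydrogenase Contig_6970 changed by -1.77, -1.16 and -1.15 (adjusted p 0.00557, 0.00347 and 0.00370), and none of the 3 was called with only the arrays compared (adjusted p 0.0642, 0.0695 and 0.0703). The cystathionine beta-synthase Contig_7478 and the homocysteine S-methyltransferase Contig_4138 rose by 0.90 and 1.03 (adjusted p 3.41e-04 and 1.88e-04). The catechol O-methyltransferase-like Contig_6135 was 2.01-fold higher (adjusted p 7.23e-05). Contig_6069 was at -0.33 (adjusted p 0.182).

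A last comparison set the 48 h cultures against the replete cultures. By limma 2744 probes differed, 1762 of them higher and 982 lower, against 3055 for the N-deplete cultures. The share of higher probes was 64.2%, against 39.2% with median scaling, 42.0% with quantile normalization, 50.4% with cyclic loess and 51.7% with normexp, and the median of all probes moved from 0.11 to -0.07 with median scaling. Weighting of the arrays moved the count most, to 6190, and without replete culture 3 it was 1720. Of the 3055 probes, 1554 were also called at 48 h against replete and 1501 were not. Among 589 probes called both with depletion and at 48 h against the N-deplete cultures, 540 changed in opposite directions. Both contrasts use the N-deplete arrays, with opposite sign. That alone favors opposite directions, so the count cannot show a reversal. The 48 h contrast and the depletion contrast correlated across probes at a Pearson r of -0.42 and a Spearman rho of -0.44, and leaving out deplete culture 9 moved r most, to -0.51. These contrasts share the N-deplete arrays, and unchanged groups simulated against those arrays gave a mean r of -0.50 (from -0.53 to -0.45 in 100 simulations) and a mean rho of -0.47. The simulated groups held no changed probes, whereas 3055 probes were called with depletion. Real changes that are unrelated between the contrasts would weaken the correlation from shared arrays. The simulated value therefore cannot decide whether the 48 h change reversed the depletion change. The 24 h and 48 h contrasts correlated at r = 0.72, where the simulations gave 0.46 to 0.52. The 4 h contrast with the 48 h contrast (r = 0.26) and the 12 h with the 48 h contrast (r = 0.40) lay below the simulated range. The 4 h with the 12 h contrast lay within it by Pearson r (0.51) and below it by Spearman rho (0.39, against 0.45 to 0.49). The simulations drew probes independently, without slides and without changed probes. Without shared arrays, 130 of 1000 random draws of 3 against 3 correlated as far from 0 as -0.33. Those draws mixed the time points and were not free of change. The simulated ranges therefore cannot decide whether these correlations depart from what the shared arrays alone give. Relative to replete cultures, the 48 h cultures were at a median log2 fold change of 1.42 in the 25-contig PPR list (adjusted p 5.92e-15), 1.40 in the 28-contig PPR list, 0.50 in the list from the file descriptions (adjusted p 3.97e-04; 0.33 with median scaling, 0.24 with cyclic loess, 0.19 with quantile normalization and 0.051 with normexp), -0.07 in the plastid list (adjusted p 0.703), 0.10 in the 8-contig ribosomal list (adjusted p 0.975; -0.07 with median scaling), 0.44 in the 11-contig ribosomal list (adjusted p 0.703) and 0.17 in the nitrogen assimilation list (adjusted p 0.928; -0.0040 with median scaling), by camera adjusted over 7 lists.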

Values the study reported

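The study reported that 1102 probes differed between replete and N-deplete stationary phase cultures at its cutoff. Following nitrate addition, its trend set held 456 features. Of these, 39 qualified at 4 h and 307 at 48 h. For the glutamine synthetase contigs 2216 and 2215 the study gave fold changes of 2.34 and 1.93 between N-deplete and replete stationary cultures, and for the ammonium transporter contig 11443 a fold change of 1.30. Of these contigs only 2216 met the study's cutoff in that comparison, in which the study saw little sign of N-depletion. Its case for N-depletion drew on N-deplete cultures against replete cultures in log phase, and on growth after nitrate addition.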

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

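The tests of 48 h against 12 h and 4 h, the fits of these with the slide as a block (fry included), with array weights and under other scalings, the tests of the plastid and ribosomal contigs not in the nitrogen addition table, the random lists matched on GC content and signal and the comparison of the control probes were chosen only after the data were seen.

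The change of 5 lists differed between time points after nitrate addition, by camera adjusted over 14 tests. From 12 h to 48 h the 25-contig PPR list moved by a median of -0.55 (adjusted p 2.57e-05, fry 0.0220), the 28-contig PPR list by -0.52 (adjusted p 2.23e-04, fry 0.0883), the plastid list by 1.34 (adjusted p 1.39e-04, fry 0.00729), the 11-contig ribosomal list by 0.88 (adjusted p 0.00448, fry 0.0215) and the 8-contig ribosomal list by 1.19 (adjusted p 1.39e-04, fry 4.50e-04). From 4 h to 48 h the 8-contig ribosomal list moved by 0.95 (adjusted p 0.00209, fry 8.21e-04). The plastid list, at 0.80 from 4 h to 48 h, was not called (adjusted p 0.0906, fry 0.123). By camera it was called with quantile normalization, cyclic loess, median scaling and normexp (adjusted p 0.00239, 0.00268, 0.0182 and 0.0175) and with the slide as a block (1.14, adjusted p 0.0207, fry 0.0751), but not with array weights (0.50, adjusted p 0.620). The 11-contig ribosomal list, at 0.32 from 4 h to 48 h (adjusted p 0.142), was called by camera with the block (0.73, adjusted p 0.0417, fry 0.0963). The list from the file descriptions was called by fry alone, from 4 h to 48 h and from 12 h to 48 h (adjusted p 0.00266 and 0.0136). The 12 h to 48 h call was lost with quantile normalization, cyclic loess, median scaling and normexp (fry adjusted p 0.143, 0.281, 0.139 and 0.412). The 4 h to 48 h call was lost with median scaling and normexp (fry adjusted p 0.383 and 0.412) and held with quantile normalization and cyclic loess. Both calls held with the slide as a block. Scaling changed the size of the fall of the PPR lists. From 12 h to 48 h the 25-contig list was at -0.35 with quantile normalization and -0.33 with cyclic loess (adjusted p 5.57e-04 and 8.06e-04), and the 28-contig list at -0.33 and -0.28 (adjusted p 0.00547 and 0.0125). With array weights the 11-contig ribosomal list was at 0.54 from 12 h to 48 h (adjusted p 0.234), while the other 5 of the 6 changes called by camera kept an adjusted p under 0.05 with array weights and under all 4 other scalings. With the correlation between probes estimated from the data, no list kept an adjusted p under 0.05, the lowest being 0.248. The 28-contig PPR list, the 8-contig ribosomal list and 6 of the 12 plastid contigs were chosen by the study on these arrays. All 3 arrays at 48 h lay beyond all 3 at 12 h except for the 11-contig ribosomal list, where 12 h culture 11 (0.57) lay above 48 h culture 6 (0.10).

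For the fall of the PPR lists from 12 h to 48 h, the tables argue against a slide difference as the whole cause for the 25-contig list, which stayed at -0.23 with the slide as a block (camera adjusted p 0.00204, fry 0.0433). For the 28-contig list, at -0.13 (camera adjusted p 0.0338, fry 0.268), a slide difference and a change in the cultures cannot be told apart, since the tests differ. The array of 12 h culture 3 had the lowest share of probes well above background. Without it the lists of 25 and 28 contigs were at -0.71 and -0.60, so the fall did not come from that array alone. It was also the only 12 h array on an inferred slide with 48 h arrays. Without it slide and time therefore cannot be told apart, and the fit with the slide as a block leans on it. GC content and signal were argued against as well, as 10000 random lists matched on both had a median change of 0.010 for the 25-contig list and -0.0024 for the 28-contig list, and none fell as far as the list. A fall of PPR transcripts after an early rise may be a response to nitrate or to time in culture. This stays a hypothesis found and tested on the same data, with cross-hybridization between PPR transcripts open. Time of day stays open too, as 12 h and 48 h fell at different hours of the light phase.

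For the rise of the plastid and ribosomal lists from 12 h to 48 h, the plastid list was at 1.54 with the slide as a block (camera adjusted p 0.00123, fry 0.0268). That argues against a slide difference as the whole cause. The fit leans on 12 h culture 3, however, the only 12 h array on a slide with 48 h arrays. Without that array the list was at 1.29, so the rise did not come from it alone. Slide and time cannot be told apart in that fit. The 6 plastid contigs not in the nitrogen addition table were at 1.31 (camera adjusted p 0.00123, fry 0.0259), with 1.49 under the block and 1.13 without 12 h culture 3. The 6 in that table were at 1.73, with 2 of them lower (camera adjusted p 0.144, fry 0.0550). This argues against choice through that table as the whole cause. The study's discussion also names photosystem II transcripts absent from that table as raised at 48 h on these arrays, so other choice by the study stays open. For the 11-contig ribosomal list, the 6 contigs not in that table were at 0.79 (all 6 higher), but with an adjusted p of 0.111 by camera and 0.0573 by fry, so that choice of the contigs by the study and a change in the cultures cannot be told apart. GC content and signal were argued against for the 6 plastid contigs, whose matched random lists were at -0.14, and for the 11-contig ribosomal list, at 0.044. The 8-contig ribosomal list from 4 h to 48 h was at 1.39 with the block (camera adjusted p 0.00178, fry 0.00645). A recovery of plastid transcripts may underlie the rise of the plastid list. The study cautions, however, that its oligo(dT) labeling detects polyadenylated RNA, and that polyadenylation marks chloroplast RNA for degradation. It reads the 48 h rise of chloroplast-encoded transcripts as likely increased turnover, which array signal cannot tell from recovery. No cultures kept without nitrate for 48 h were analysed here, so that nitrate and time in culture stay open. For all these lists time of day stays open as well, since 48 h fell at another hour than 4 and 12 h.

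The control probes, which are not from *K. brevis* and enter no comparison of expression, carried a signal that differed between groups. Of 10 kinds of spike-in probe, 9 were lower on all replete arrays than on all other arrays, with a median replete minus N-deplete difference of -3.0 on the log2 scale (from -3.32 to -0.39), or -2.64 relative to the 75th percentile. On the replete arrays E1A_r60_3, E1A_r60_a104 and E1A_r60_a107 lay below the lowest signal well above background, so their differences are not interpreted. The other kinds differed by -3.32 to -2.94. The control probes also differed within a slide: all 10 kinds were lower on 48 h culture 8 than on 48 h culture 10 of the same inferred slide, by a median of -2.37. Of these, E1A_r60_3 lay below the lowest signal well above background on both arrays, and E1A_r60_a104 on culture 8, so their direction is not interpreted. A separate slide or labeling batch of the replete arrays and another amount of spike-in cannot be told apart, because the 3 replete arrays lay on a slide without other groups. No biological explanation was tested for the control probes.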

How the results depend on the processing

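The fits with the inferred slide and every test of the PPR list from the file descriptions were chosen only after the data were seen. No paired analysis was possible because the groups compared share fewer than 2 replicate numbers.

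Values of the series table and the absence of a filter on dim probes moved no count by over 1.5-fold and no list or named contig across the threshold. The trend set held 190 to 397 probes and the correlation of the 48 h and depletion contrasts lay between -0.51 and -0.34 over all settings and arrays left out. The 25-contig and 28-contig PPR lists kept their direction and their call in all 5 comparisons under every scaling, filter, variance, slide and left-out array with the preset correlation, as did the plastid list with depletion and the 8-contig ribosomal list with depletion and at 48 h. With the correlation estimated, these calls were lost except for the PPR lists at 4 and 12 h. With each result counted once per setting over all 12 settings, those 2 included, counts moved by over 1.5-fold in 31 cases and stayed within that in 133. List results reversed in 8 cases, became stronger in 17 and weaker in 5, and stayed in 383. Named contigs reversed in 15 cases, became stronger in 12 and weaker in 19, and stayed in 512. Signal over background limits the dim contigs, as for Contig_3886.

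With array weights, whose iteration did not converge, the counts were 5945 (depletion, 1544 at the study's cutoff), 41 (4 h, 23 at the cutoff), 637 (12 h), 1803 (24 h, 150 at the cutoff), 2568 (48 h), 6190 (48 h against replete) and 4274 (F test); the cause was not tested. The lists that changed were plastid at 4 h (0.30, adjusted p 0.0294) and nitrogen assimilation at 24 h (-0.20, adjusted p 0.0384) and 48 h (-0.39, adjusted p 0.0212), which became stronger, plastid at 48 h (0.78, adjusted p 0.0754) and the 11-contig ribosomal list at 48 h (0.046, adjusted p 0.198), which became weaker, and the PPR list from the file descriptions at 12 h (-0.013), which reversed. Contig_214 (-0.037), Contig_547 (-0.035) and Contig_77 (-0.011) reversed. Contig_11443, Contig_2193, Contig_1567 and the dim Contig_3886 with depletion (adjusted p 0.00201, 0.0319, 0.0478 and 0.00188) and Contig_3257 and Contig_11376 at 48 h (adjusted p 0.00266 and 0.0101) were called.

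With only the arrays compared and the spread estimated from them alone, the counts were 240 (depletion at the cutoff), 3 (4 h, 4 at the cutoff), 6 (12 h, 13 at the cutoff), 109 (24 h, 30 at the cutoff), 100 (48 h, 29 at the cutoff) and 1152 (F test). Plastid at 4 h (0.25, adjusted p 0.0248) and 12 h (-0.29, adjusted p 0.0478) and the 11-contig ribosomal list at 4 h (0.15, adjusted p 0.0245) became stronger, and the 8-contig ribosomal list at 24 h weaker (0.61, adjusted p 0.0778). Of the named contigs 12 lost their call: Contig_6566 and Contig_6069 at 4 h, Contig_11437 and Contig_6566 at 12 h, Contig_765, Contig_2180, Contig_9479, Contig_4170, Contig_5605, Contig_5604 and Contig_6970 at 48 h and Contig_2750 with depletion. Contig_11115 was called (adjusted p 0.0482).

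Among scalings, the 4 h count was 48 with quantile normalization (23 at the cutoff), 44 with cyclic loess and 35 with the median (23 at the cutoff), and the 24 h count 311 with the median. Quantile normalization weakened the 8-contig ribosomal list at 24 h (0.62, adjusted p 0.0561) and reversed the PPR list from the file descriptions at depletion (-0.043), Contig_214 (-0.059), Contig_547 (-0.30) and Contig_77 (-0.23). Cyclic loess reversed Contig_547 (-0.47, adjusted p 0.0142) and Contig_77 (-0.25). The median reversed nitrogen assimilation at 4 h (0.054), plastid at 24 h (-0.037), Contig_214 (-0.072) and Contig_547 (-0.061). Normexp made plastid at 12 h stronger (-0.26, adjusted p 0.0105) and the 8-contig ribosomal list at 24 h weaker (0.57, adjusted p 0.0590), and reversed the PPR list from the file descriptions at depletion (-0.085), nitrogen assimilation at 4 h (0.020), the 11-contig ribosomal list at 12 h (0.059), Contig_214 (-0.0029), Contig_547 (-0.039), Contig_780 (0.00095) and Contig_3886 (-0.19, dim in both groups). The cause was not tested.

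With an intensity trend the 4 h count was 32 and plastid at 4 h was called (0.25, adjusted p 0.0471). The filter on at least 9 arrays made plastid at 4 h (0.25, adjusted p 0.0498) and nitrogen assimilation at 48 h (-0.24, adjusted p 0.0490) stronger. With the slide as a fixed block the 4 h count was 41 and the 11-contig ribosomal list at 4 h reversed (-0.0043). With the slide as a random block the 4 h count was 48 (21 at the cutoff), the 24 h count 848, and Contig_780 reversed (0.0076). The cause of these was not tested.

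Leaving out 1 array, which lowers the number of arrays in a group to 2, gave 1955 to 2854 probes with depletion (318 to 542 at the cutoff), 7 to 22 at 4 h (9 to 21), 126 to 237 at 12 h (51 to 61), 168 to 468 at 24 h (57 to 86), 660 to 1034 at 48 h (127 to 159), 1720 to 2492 at 48 h against replete and 1027 to 2258 by the F test. Nitrogen assimilation ranged from 0.30 to 0.56 with depletion, -0.14 to 0.083 at 4 h, -0.32 to -0.041 at 24 h and -0.43 to -0.14 at 48 h. Plastid ranged from -0.14 to 0.45 at 4 h, -0.49 to -0.15 at 12 h and -0.17 to 0.31 at 24 h. The 11-contig ribosomal list ranged from -0.52 to 0.056 with depletion, 0.031 to 0.45 at 4 h, -0.35 to 0.12 at 12 h, -0.24 to 0.089 at 24 h and 0.33 to 0.74 at 48 h, and the 8-contig list from 0.013 to 0.24 at 4 h, -0.024 to 0.34 at 12 h and 0.52 to 0.82 at 24 h. Contig_214 ranged from -0.20 to 0.24, Contig_547 from -0.086 to 0.13, Contig_780 from -0.24 to 0.13 and Contig_77 from -0.14 to 0.38.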

Other observations

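The tests of the PPR list from the file descriptions, of probes with shared sequence, of the plastid contigs not in the nitrogen addition table, of the random lists matched on GC content and signal, of the 48 h against the replete level of the PPR list, the fits with the slide as a random block and the random draws beside the correlation without shared arrays were chosen only after the data were seen.

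At the study's cutoff 579 probes differed with depletion. This is more than 1.5 times lower than the study's count. The trend set held 276 probes. It was also more than 1.5 times lower. At 4 h 13 probes passed. The study's count there was more than 1.5 times higher. At 48 h 183 probes passed. That again was more than 1.5 times lower. These gaps depended on the fit. With array weights 1544 probes passed with depletion, 397 made up the trend set and 263 passed at 48 h, the first of these above the study's count and all 3 within 1.5 times of it. The trend set also came within 1.5 times with quantile normalization (310) and the slide as a random block (320), and the 48 h count with quantile normalization (216), cyclic loess (212) and the slide as a random block (208). At 4 h the highest count at the study's cutoff under any setting was 23. The study's error model was not run here.

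The 25-contig PPR list was raised at each time point after nitrate addition. Time of day was argued against at 24 and 48 h, the same hour of the day as 0 h, where the list was at 0.74 and 0.61. It stays open for the rise at 4 and 12 h, which fell at other hours. The 17 members whose probes share no stretch of 15 bases with another PPR probe were at 0.81 at 4 h (camera adjusted p 5.13e-15). The probes could not be compared with the transcripts of other PPR contigs, whose sequences are not in the files, so that cross-hybridization and a rise of each transcript cannot be told apart. A response of PPR transcripts to nitrate may account for the rise, as a hypothesis, with time in culture, cross-hybridization and, at 4 and 12 h, time of day open. The list was also higher in N-deplete than in replete cultures and rose further, to 1.42 above replete at 48 h. That is away from the replete level, but since the replete arrays lie on a slide without other groups, a slide effect cannot be told apart from a lack of return.

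The PPR list from the file descriptions was weighed at 48 h and at 4 to 24 h. At 48 h the rise was not confined to contigs that the study had listed. The 30 members in no study list were at 0.25 there (camera adjusted p 0.0434, 21 of 30 higher). At 12 h these members were at -0.16 (adjusted p 0.756), and at 4 and 24 h at 0.02 and 0.08. The rise of the list at 4 to 24 h was thus not seen outside the contigs that the study had listed. The study had put 7 members in its nitrogen addition table, chosen on these arrays. A lower value without them was therefore built in, and no cause follows from it. The 35 members without a shared stretch were at 0.27 at 48 h (adjusted p 0.00225), and here too cross-hybridization and a rise of each transcript cannot be told apart, for the same reason. GC content and signal were argued against, as 10000 matched random lists had a median of 0.071 at 48 h. For the plastid list at 48 h, the 6 members not in the nitrogen addition table were at 1.07 (camera adjusted p 0.00963). That argues against choice through that table as the whole cause. Other choice by the study stays open, since its discussion names further photosystem II transcripts as raised at 48 h. GC content and signal were argued against by matched random lists for those 6 members, at -0.23.

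Over the time course, the count by the F test was exceeded or met in 1 of 100 splits of the 15 arrays into 5 groups of 3, the real split itself, the highest other split giving 240 probes. Slide differences were argued against as the whole cause, as 1189 of the 1823 probes were also called with the slide as a block.

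For single comparisons, 10 splits of 6 arrays cannot give a share under 0.1. Of the 10 splits of the 6 arrays, 1 gave as many probes for depletion (the real split), 2 for 4 h, 1 for 12 h, 1 for 24 h, 1 for 48 h and 1 for 48 h against replete. At 4 h another split gave 167 probes against the 19 of the real split. It set 4 h culture 7 with deplete cultures 2 and 9 against 4 h cultures 12 and 14 with deplete culture 15, so that the number of probes called at 4 h cannot be told apart from that of other splits.

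Whether the depletion probes reflect a separate slide or labeling batch of the replete arrays was tested by the correlation of the 48 h minus 0 h change with the 4 h minus replete difference, which share no array. The correlation was -0.33, where a batch alone predicts none. In 130 of 1000 random draws of 3 against 3 arrays the correlation lay as far from 0. The draws mixed the time points and were not free of change. Their share therefore cannot show whether a batch alone would give -0.33. By this test a batch and an effect of depletion cannot be told apart. Of 2924 probes called at 4 h against replete, 2095 (71.6%) moved toward replete from 0 h to 48 h, against 61.9% of all probes.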
